A study of Danio rerio with 18 samples.

How the data were processed

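Transcript levels were measured by RNA sequencing in whole wild-type zebrafish (Danio rerio) embryos, from total RNA. Per the labels' protocols, embryos were raised at 28°C and exposed to 0.1 µM all-trans retinoic acid (atRA, the active vitamin A derivative that binds nuclear retinoic acid receptors) or to DMSO, the solvent, which served as the control. Exposure began at 30% epiboly for embryos collected at 80% epiboly, and at 80% epiboly for embryos collected at 12 somites or at 24 hours post fertilisation (24 hpf). Epiboly is the spreading of the cell sheet over the yolk during gastrulation, and somites are the body segments counted to stage later embryos. The 18 libraries fell into 6 groups of 3 replicates, taken from the titles in the labels. No library was left out.

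The deposited files hold raw counts of reads per transcript, 1 file per library, with 58549 versioned Ensembl transcript IDs and 5 summary lines in each. The names of the summary lines are those written by htseq-count, but the counting program, the aligner, the genome build, the annotation release, the strand setting and any filter were not stated in the labels or in a file header. The replicates were separate files, so the authors had not pooled them in the counts. At least some reads were credited to more than 1 ID: of 42160 IDs with at least 180 counts over all libraries, 1227 had counts identical to those of another ID in all 18, in 588 sets of up to 5. None of the 4 named transcripts (0) was in such a set. How reads shared by isoforms, near-identical gene copies, overlapping genes or antisense genes were assigned, and whether the ambiguous line holds reads also credited to IDs, is not stated. Numbers of calls are therefore not numbers of independent transcripts, and the sum of a file can count a read more than 1 time. The summary line for low alignment quality equalled the line for reads without a unique alignment in each of the 18 files, so that line was taken 1 time in the totals. Shares of reads below are shares of this total, transcript counts and summary lines together. Ambiguous reads made up 16.9 to 18.9% across libraries, reads with no feature 3.1 to 6.35%, and reads without a unique alignment 7.12 to 9.38%. The summary lines stayed out of library sizes and tests.

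None of the 58549 transcript IDs (0 matched) was found in the table of gene IDs or in the RefSeq table used here, so no gene is named. The design fixed beforehand spoke of genes, 5 gene lists with 119 members and a few individual genes. With 0 listed genes carrying a transcript ID, the gene list tests are void and each count below is of transcripts. Positions, GC content and transcript length were not analysed here. Transcripts of 1 gene are not independent of each other.

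Tests used edgeR 4.0.16 in R 4.3.3. For each comparison, transcripts were kept by filterByExpr with the groups compared, libraries were scaled by TMM factors, and a quasi-likelihood model (glmQLFit, glmQLFTest) was fitted to the counts with Benjamini-Hochberg adjustment. A transcript was called at an adjusted p under 0.05. At each stage the 6 libraries of that stage were fitted, atRA against control. Whether the atRA effect differed between successive stages was tested as the interaction of stage and treatment over the 12 libraries of both stages. The change between successive stages in controls was tested over the 6 control libraries concerned. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. CPM values (counts scaled to a common library size) are TMM-scaled within each stage. Log2 CPM for principal components and correlations used a prior count of 1 over all 18 libraries and 45569 transcripts. Correlations across transcripts are descriptions, since transcripts are not independent replicates.

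Named transcripts were taken by a rule fixed before the data were examined: the largest rises and falls among called transcripts with a mean of at least 10 raw counts in each group and no overlap between the groups' libraries. With no gene names, this was limited to 2 that rose and 2 that fell over all stages. A transcript whose libraries in 1 group all held at most 3 counts was given a lower bound of the fold, computed against that floor. Floors and bounds cover counting error only, because reads carry no molecular identifiers in these files.

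The alternatives fixed before the data were examined were DESeq2 size factors in edgeR, library totals without composition factors, no filter on low counts, at least 10 counts in every library, the Wald test of DESeq2 1.42.0, an added minimum of 1 for the absolute log2 fold change, an adjusted p under 0.01, the replicate number as a block, all 18 libraries in 1 fit, and leaving out each library in turn. Alternatives chosen after seeing the data were 1 surrogate variable (svaseq of sva 3.50.0), thinning of counts to the smallest 24 hpf library, and 1 ID per set of IDs with identical counts. Other splits of the libraries were refitted, all 10 splits of 6 libraries and 40 drawn for each interaction.

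The scripts were tested on simulated counts with 200 transcripts changed by a log2 fold change of 1. edgeR recovered 99% of these among 37670 transcripts at 80% epiboly, 99.5% among 40641 at 12 somites and 21.5% among 40951 at 24 hpf, where the spread of the real libraries was used. Of its calls, 7.48%, 7.44% and 10.4% were unchanged transcripts. DESeq2 recovered 70% at 24 hpf, with 34.6% of its calls unchanged transcripts. For the interaction of 12 somites and 24 hpf, edgeR recovered 35% of 200 among 43636 transcripts. Those counts were drawn with 1 spread per transcript for both stages, so they do not test the effect of unequal spread. Pairs of replicates were compared by a chi-square statistic over transcripts with at least 20 counts. It lay between 3.66 and 121 per degree of freedom, so no pair of libraries agreed within sampling noise.

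Library depth, as counts assigned to transcripts, ran from 38673189 to 115511468. It was lowest in the 24 hpf atRA libraries. Thinning of counts, among the alternatives, was used to see what depth limits.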

Results

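RNA from whole zebrafish embryos was sequenced at 3 developmental stages with and without 0.1 µM atRA, with 3 replicate libraries per group. Some reads were credited to more than 1 transcript ID, so counts are not numbers of reads. Counts assigned to transcripts ran from 95326249 to 115511468 per library in the 80% epiboly controls and from 80522765 to 105463403 in the atRA libraries of that stage. At 12 somites they ran from 87637013 to 88004323 in controls and from 77807705 to 86123564 with atRA, without overlap. At 24 hpf they ran from 68391282 to 72734557 in controls and from 38673189 to 50505506 with atRA, so depth did not overlap at this stage either. Preparation or sequencing batches are not given in the labels. A batch that followed treatment could therefore not be told apart from treatment at any stage. Overlapping depth at 80% epiboly does not exclude one there.

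Principal components of log2 CPM over 45569 transcripts separated the stages, with 73.9% of the variance on component 1 and 14.2% on component 2. Within each stage the atRA and control libraries lay apart on these components. The biological coefficient of variation common to all transcripts was 0.077 at 80% epiboly, 0.049 at 12 somites and 0.2 at 24 hpf, so replicates differed most at the last stage.

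**Figure D1:**
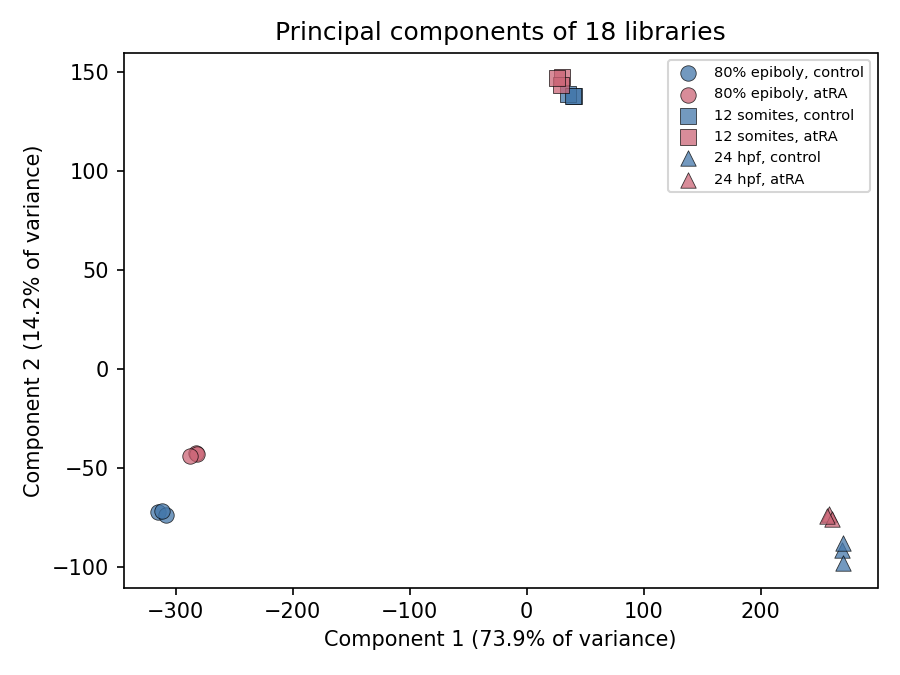
Scores of the 18 libraries on principal components 1 and 2 of log2 CPM, which are unitless. Each point is 1 library, with shape for stage and colour for treatment. The 3 stages lie apart, on axes that hold 73.9% and 14.2% of the variance.

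The comparison of atRA with control at each stage asked which transcripts respond to added retinoic acid. At 80% epiboly, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 10605 of 38203 transcripts, 5384 higher and 5221 lower with atRA. An absolute log2 fold change of at least 1 was reached by 2241 of them, 1611 higher and 630 lower, and this added minimum was the alternative that moved the count most. Scaling by library totals in place of TMM changed the share of higher calls from 50.8 to 65.6%. In 61 called transcripts every control library held at most 3 counts, and the largest of these rises was at least 66.9-fold. In 2 transcripts every atRA library was at that floor, and the larger of these falls was at least 5.73-fold.

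At 12 somites, 14844 of 41090 transcripts were called, 7258 higher and 7586 lower. Of these, 2972 had an absolute log2 fold change of at least 1, 1333 higher and 1639 lower. Controls were at the floor of 3 counts for 36 transcripts that rose, the largest by at least 76.6-fold. The atRA libraries were at the floor for 52 that fell, the largest by at least 247-fold.

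At 24 hpf, 3975 of 41404 transcripts were called, 1694 higher and 2281 lower, and 10531 had an unadjusted p under 0.05. An absolute log2 fold change of at least 1 was found for 1699, 616 higher and 1083 lower. With library totals the share of higher calls was 30.4% in place of 42.6%. Single libraries decided this count: it was 8549 without control replicate 2 and 658 without atRA replicate 1. It was 17497 with 1 surrogate variable, an alternative chosen after seeing the data, and all 3975 calls were among these. Of the 17497, 9141 were higher and 8356 lower, so the larger side was the opposite of that without the surrogate variable. Of the called transcripts, 7 rose from controls at the floor, the largest by at least 24.9-fold, and 164 fell to the floor, the largest by at least 106-fold. The floor is a raw count and is easier to meet in the shallower atRA libraries, so the 7 and the 164 are not directly comparable.

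**Figure D2:**
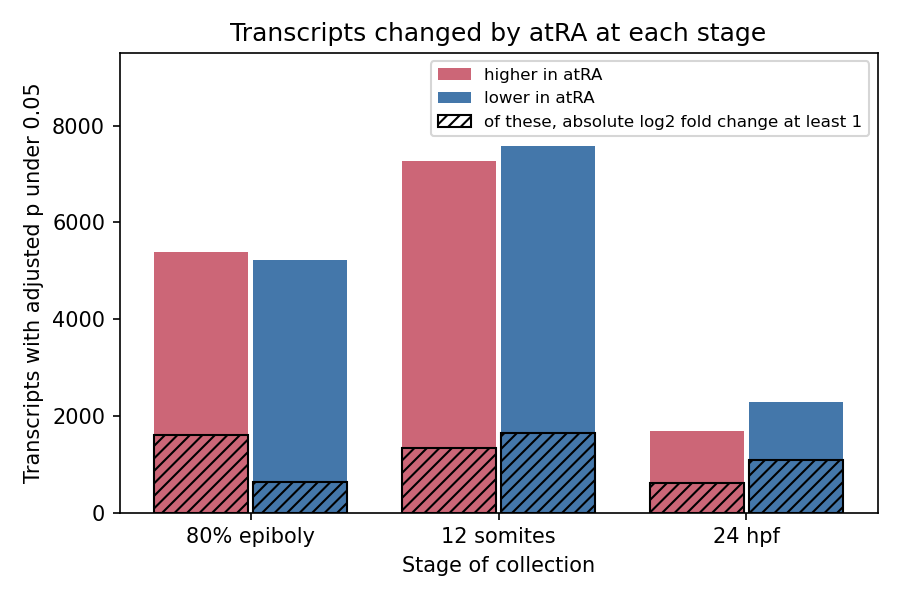
Number of transcripts called higher (red) or lower (blue) with atRA at each stage, at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Hatched parts have an absolute log2 fold change of at least 1. The 24 hpf bars are the shortest, at 1694 and 2281 transcripts.

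Calls were compared between stages, which share no libraries. Among 36419 transcripts tested at both 80% epiboly and 12 somites, 4683 were called at both, against 3629 expected from the separate counts, and 61.2% changed in the same direction. For 80% epiboly and 24 hpf, 1151 were called at both against 862.4 expected, with 59.9% in the same direction. For 12 somites and 24 hpf, 1963 were called at both against 1287 expected, with 73.3% in the same direction. The Spearman correlation of the log2 fold changes across all transcripts tested was 0.1, 0.015 and 0.12 for these pairs. Of 34923 transcripts tested at all 3 stages, 736 were called at each: 316 were higher throughout, 110 were lower throughout and 310 changed direction.

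**Figure D3:**
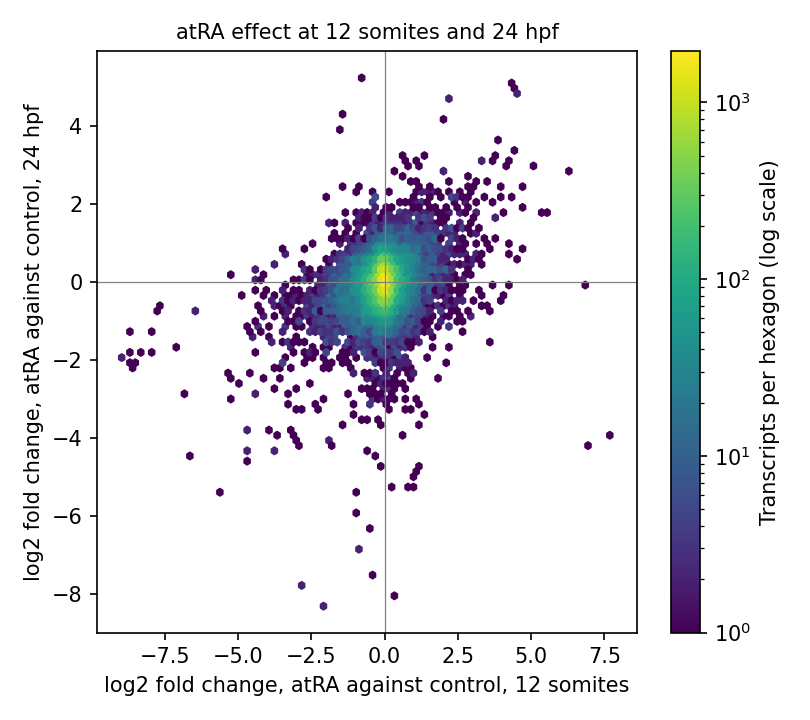
Log2 fold change of atRA against control at 12 somites (horizontal) and 24 hpf (vertical) for transcripts tested at both stages. Colour gives the number of transcripts per hexagon on a log scale. The cloud is centred near 0 on both axes, and the Spearman correlation across transcripts was 0.12.

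Whether the atRA effect itself changed between stages was tested by the interaction of stage and treatment. Between 80% epiboly and 12 somites, the effect differed for 11949 of 42956 transcripts. It was more positive at the later stage for 5263 and more negative for 6686. That share of 44% more positive was 30.2% with library totals and 51.7% with DESeq2 size factors, so the larger side of all calls depended on the scaling. With TMM scaling, 3815 of them had an absolute log2 difference of at least 1, 1114 more positive and 2701 more negative. Among the called differences, 1817 transcripts were called at both stages in opposite directions and 1067 at both in the same direction. A further 3758 were called only at 80% epiboly, 4203 only at 12 somites and 1104 at neither stage.

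Between 12 somites and 24 hpf, the effect differed for 7025 of 44034 transcripts, 3568 more positive and 3457 more negative at 24 hpf. With library totals the share more positive was 40.7% in place of 50.8%. Of these transcripts, 524 were called at both stages in opposite directions, 458 at both in the same direction, 3369 only at 12 somites and 1471 only at 24 hpf. The remaining 1203 were called at neither stage. This fit shared 1 estimate of spread per transcript between stages whose common coefficients of variation were 0.049 and 0.2. Such sharing can understate the spread at 24 hpf, so the count may be too large. Without the 24 hpf control replicate 2 the count was 13025, and with 1 surrogate variable it was 17162.

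Control libraries of successive stages gave the size of the developmental change. From 80% epiboly to 12 somites, 34967 of 41505 transcripts were called, 18393 higher and 16574 lower at the later stage. Library totals moved the share of higher calls from 52.6 to 64.2% and the median log2 change to 0.4. From 12 somites to 24 hpf, 25395 of 43030 were called, 13890 higher and 11505 lower.

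Among transcripts chosen by the rule fixed beforehand, ENSDART00000110347.2 had the largest rise. At 80% epiboly it stood at 30.9 ± 1.43 CPM with atRA and 0.12 ± 0.025 CPM in controls (SD, n = 3), with 10 to 14 counts per control library. Its log2 fold change was 8.01 (adjusted p = 1.86e-13, edgeR). At 12 somites its log2 fold change was 0.835 (adjusted p = 2.64e-08, edgeR), and at 24 hpf it was 0.155, which was not called (adjusted p = 0.405, edgeR).

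ENSDART00000169074.1 rose at all 3 stages. At 80% epiboly it reached 20.9 ± 0.779 CPM with atRA against 0.0998 ± 0.034 CPM in controls (SD, n = 3), a log2 fold change of 7.71 (adjusted p = 9.85e-13, edgeR). At 12 somites the levels were 102 ± 1.84 and 9.4 ± 0.18 CPM, with a log2 fold change of 3.43 (adjusted p = 2.56e-18, edgeR). At 24 hpf they were 59.6 ± 3 and 12.8 ± 1.91 CPM, with a log2 fold change of 2.22 (adjusted p = 0.000373, edgeR).

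ENSDART00000145404.1 fell at 24 hpf, from 30.8 ± 6.96 CPM in controls to 0.285 ± 0.155 CPM with atRA (SD, n = 3). Its log2 fold change was -6.73 (SE 0.36, adjusted p = 0.000233, edgeR), and the atRA libraries held 6 to 20 counts. It held at most 14 counts in any library of the earlier stages and was not tested there.

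ENSDART00000041349.5 fell at 24 hpf from 18 ± 5.19 to 0.302 ± 0.0138 CPM (SD, n = 3), a log2 fold change of -5.88 (SE 0.3, adjusted p = 0.000159, edgeR). At 12 somites its log2 fold change was -1.06 (adjusted p = 5.97e-05, edgeR). At 80% epiboly it was -0.513 (adjusted p = 0.0316, edgeR), a call that was lost in 8 refits and under either stricter threshold.

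**Figure D4:**
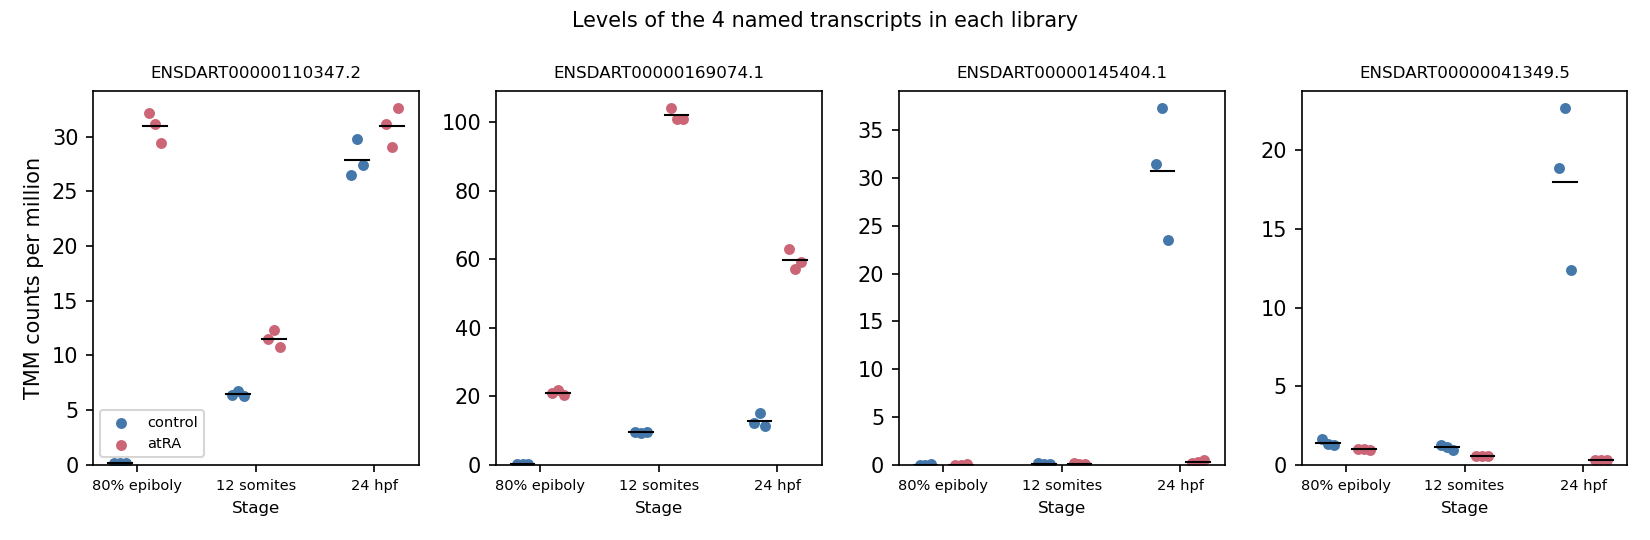
TMM-scaled CPM of the 4 named transcripts by stage, with 1 point per library in control (blue) and atRA (red) groups and a line at each mean of 3. The control libraries of ENSDART00000145404.1 average 30.8 CPM at 24 hpf, above all atRA libraries of that stage.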

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

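The counts over other splits of the libraries were planned before the data were examined. The other tests in this part were chosen after the results were seen.

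The atRA effect differed between 80% epiboly and 12 somites for 11949 transcripts, which stands out because the interaction itself was tested. Only 1 of 40 splits of treatment within stage gave as many, the real one, and the next largest count was 3311. Splits that mix treated and control libraries turn atRA effects into spread within groups, which lowers their counts. The splits therefore do not test whether the effect was equal at both stages. Unequal spread between the stages as the whole cause is argued against by 1817 transcripts called at both stages in opposite directions. The scaling of the libraries is argued against as the cause of the count, which was 12140 with library totals, although the split of directions moved with it. The design ties stage to exposure, which began at 30% epiboly for the earlier stage and at 80% epiboly for the later. Stage, onset and length of exposure could each be the source and were not separated. A batch that followed treatment at either stage also remains open, and depth separated the groups at 12 somites. GC content and transcript length were not analysed here.

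The effect also differed between 12 somites and 24 hpf, for 7025 transcripts, stages whose exposure began at the same point. Again 1 of 40 splits gave as many, and the next largest count was 1704. Mixed splits have the same limit here, so they do not test whether the effect was equal at both stages. Unequal depth within 24 hpf is argued against as the cause of the count, since thinning its libraries to the smallest of them left 6868. The 12 somites libraries were not thinned, so depth was not matched between the stages and its lower level at 24 hpf stays open. Unequal spread as the whole cause is argued against by 524 transcripts called at both stages in opposite directions. Depth separated the groups at both stages. At 24 hpf the ratio between the deepest atRA and the shallowest control library was 0.74. At 12 somites these libraries held 86123564 and 87637013 counts. A batch that followed treatment at either stage therefore remains open. A biological difference between the stages may also contribute and is untested apart from this.

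Reads outside the transcript counts differed as well, as shares of a total that can count a read more than 1 time. Of 9 comparisons of such shares, 3 at each stage, 5 showed no overlap between the groups. At 80% epiboly the share of reads with no feature was 3.41% with atRA and 3.17% in controls, with no overlap between the groups. The difference of 0.237 percentage points had an exact two-sided permutation p = 0.1, the smallest that 3 against 3 can give. The composition of the libraries, measured by the share of counts in the 1000 most abundant transcripts, predicted 0.19 points of it. Composition is thus a candidate explanation, but it cannot be told apart from treatment, because the groups also differ in composition and each holds 3 libraries.

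At 12 somites the share of ambiguous reads fell by 0.0765 percentage points with atRA, without overlap (exact two-sided permutation p = 0.1), in the opposite direction to 24 hpf. At 24 hpf it was 17.9% with atRA, 0.943 percentage points above controls, with an exact two-sided permutation p = 0.1, the smallest possible here. Reads with no feature fell by 1.73 points and reads without a unique alignment fell by 1.34 points, also without overlap. Composition predicted 0.0062 points of the ambiguous difference, which argues against it. A delay toward the 12 somites profile as the whole cause is argued against by the slope of the atRA change on the control change from 12 somites to 24 hpf, -9.1%, since the read shares moved 68 to 96% of the way back. Simulated unchanged groups with that stage's spread gave slopes of -9 to 3.7%, so spread does not bridge that gap. Separate preparation or sequencing of the atRA and control libraries cannot be told apart from treatment: the depth ratio of 0.74 separates the same groups.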

How the results depend on the processing

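Counts of calls for all 7 comparisons stayed within 1.5 times under DESeq2 size factors, library totals, both filters on low counts and the DESeq2 test. The DESeq2 test gave 5896 at 24 hpf, where the simulated share of unchanged calls was 34.6%.

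Requiring an absolute log2 fold change of at least 1 left 2241 transcripts at 80% epiboly, 2972 at 12 somites and 1699 at 24 hpf. It left 3815 and 2989 for the interactions, 19718 and 13916 for the control stages, and overlaps of 507, 209 and 492 between stages. These overlaps compare with 99.1, 53.4 and 83 expected, and 76.1, 82.8 and 90% of them changed in the same direction, against 61.2, 59.9 and 73.3% without the minimum. An adjusted p under 0.01 left 6346 at 80% epiboly, 996 at 24 hpf, and 7342 and 3175 for the interactions. Both are stricter by construction.

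A fit of all 18 libraries gave 6644 calls at 12 somites, 11205 at 24 hpf and 5822 for the interaction of 80% epiboly and 12 somites. It shares 1 estimate of spread across stages whose coefficients of variation were 0.049 to 0.2. With 1 surrogate variable, chosen after seeing the data, 17497 transcripts were called at 24 hpf, 9141 higher and 8356 lower, and 17162 for the interaction of 12 somites and 24 hpf. All 3975 and 7025 calls made without it were among these.

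Library totals moved the share of higher calls from 50.8 to 65.6% at 80% epiboly, from 42.6 to 30.4% at 24 hpf, from 44 to 30.2% and from 50.8 to 40.7% for the interactions, and from 52.6 to 64.2% between the earlier control stages. The median log2 change over all transcripts shifted to -0.1 at 24 hpf, to -0.11 for the earlier interaction and to 0.4 for those control stages.

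Replicate numbers did not pair the libraries. Deviations of same-numbered atRA and control libraries correlated at -0.044, 0.053 and 0.04 at 80% epiboly, 0.033, 0.0056 and 0.029 at 12 somites, and 0.13, -0.63 and -0.67 at 24 hpf. With the replicate number as a block, 154 transcripts were called at 24 hpf, 2240 for the later interaction, and overlaps with 24 hpf were 62 and 88. Other counts stayed within 1.5 times.

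Leaving out 1 library at a time gave 7933 to 10602 calls at 80% epiboly, 11955 to 14012 at 12 somites and 658 to 8549 at 24 hpf. The lowest 24 hpf count was without atRA replicate 1 and the highest without control replicate 2. It was 918 without control replicate 1, 1227 without atRA replicate 2 and 1318 without atRA replicate 3. The interactions ranged from 9888 to 12541 and from 4829 to 13025, the last without 24 hpf control replicate 2. Control stages ranged from 33961 to 35292 and from 20984 to 31488.

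Keeping 1 ID per set of IDs with identical counts, chosen after seeing the data, left 10441, 14601 and 3923 calls at the 3 stages, 11774 and 6934 for the interactions, and 34454 and 24991 for the control stages.

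Of 152 values of named transcripts under alternatives, 144 kept their direction and side of the threshold and 8 were weaker. All 8 were ENSDART00000041349.5 at 80% epiboly, with an adjusted p of 0.0512 to 0.135 in edgeR or DESeq2, where its alternatives as a whole ran from 0.0311 to 0.135. The cause was not tested. Gene list tests were not run, for want of gene names. Depth limited little: thinning the 24 hpf counts gave 3527 calls.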

Other observations

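Tests in this part were chosen after the results were seen, except the counts over splits and the correlations with control change between the other stages.

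For each comparison of 3 against 3 libraries, 1 of the 10 splits gave as many calls, the real one. This holds for atRA at 80% epiboly, 12 somites and 24 hpf and for both changes between control stages. A share of 1 in 10 is the smallest these designs allow, so the splits alone cannot decide.

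The libraries at 24 hpf deviated from their group means along a shared axis. It held 84.3% of the variance within controls and 64.7% within atRA libraries, against 53 to 54.6% in the other groups, and the 24 hpf axes had a Spearman correlation of 0.64 across transcripts. The replicate number as a batch is argued against, since control 3 and atRA 3 deviated in opposite directions (r = -0.67). A few abundant transcripts taking most of the counts are argued against, since the 10 most abundant held at most 5.2% of counts in any 24 hpf library, and the control axis had a Spearman correlation of -0.11 with abundance. The composition over the 1000 most abundant transcripts stays open: their share of counts ranked all 6 libraries within their groups in the inverse order of the axis. It was highest in control 2 (49.98%) and atRA 3 (52.28%), and these values do not show which is the cause. Unequal age of the embryos may contribute: the Spearman correlation of the control axis with the change from 12 somites to 24 hpf in atRA libraries was -0.091, and that of the atRA axis with the change in controls was 0.0014, but a change local to 24 hpf could differ from that one. A preparation or RNA quality axis also stays open. The largest absolute Spearman correlation of the 24 hpf control axis with an axis of another stage was 0.28. The 24 hpf atRA axis was not compared with other stages.

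Fewer transcripts were called at 24 hpf than at 12 somites. Depth as the cause is argued against, because 12 somites libraries thinned to the 24 hpf depths still gave 13037 calls. Spread along the shared axis is a candidate explanation: with 1 surrogate variable 17497 were called, and none of the other splits gave as many. On simulated counts carrying that axis, the surrogate variable raised recovery from 0 to 97% of 200 changed transcripts, with 3.96% unchanged calls. The planted axis had equal group means by construction, and the remaining spread was set low. Without the surrogate variable edgeR made 0 calls there, against 3975 in the real libraries. The simulation therefore does not calibrate the 17497 either, since the real groups may differ along the axis. In the other splits the surrogate variable can absorb the treatment effect, so they do not calibrate the 17497.

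A developmental shift of treated embryos was tested by correlating the atRA effect with the control change between the other stages, which shares no libraries. The Spearman correlation across transcripts was 0.045 at 80% epiboly, -0.051 at 12 somites and -0.047 at 24 hpf. As large a value came from 4, 4 and 1 of the 10 splits, so these tests do not decide for or against a shift that may exist.

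At 80% epiboly the atRA effect went with the control change toward 12 somites, with a Spearman correlation of 0.3 and a slope of 11% when different control libraries entered each side, against a correlation of -0.002 in a simulated unchanged set. Of 16503 transcripts with an absolute log2 control change of at least 1, not chosen by their atRA call, 68.3 to 72.4% moved with development with different controls on each side. With shared controls it was 73.8%, against 53.3% in a simulated unchanged set. A uniform advance as the whole cause stays open. Transcripts called with 2 of the control libraries were limited to those with an absolute log2 control change of at least 1. Of these, 12.7 to 16.1% moved against the control change taken from the remaining control library. Transcripts that rise and fall between the stages would do so under an advance too, and no stage in between is among the groups. Reads of 12 somites libraries are argued against, since 25 transcripts near 0 in controls reached a median 0.1% of their 12 somites level with atRA and 0.08% in controls. A partial advance, or a direct response shared with development, may each contribute and were not separated.

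At 12 somites, with different controls on each side, the Spearman correlation of the atRA effect was -0.096 (-0.11 to -0.086) with the control change from 80% epiboly and 0.042 (0.037 to 0.051) with the change to 24 hpf. At 24 hpf the atRA effect went against the control change from 12 somites, with a correlation of -0.12 (-0.18 to -0.064 over the choices of control). Of 13281 transcripts not chosen by their atRA call, 38.9 to 44.9% moved with development when different controls entered each side, and 35.4% with shared controls. In 40 simulated draws of unchanged groups whose libraries spread at random along the shared axis, the correlation ran from -0.31 to 0.13 and the share moving with development from 32.1 to 56.2%, or from 30 to 56.7% with shared controls. As large a correlation came from 10 of the 40 draws, whereas the observed slope of -9.1% lay at the edge of the simulated range of -9 to 3.7%. Spread along the axis and a delay of treated embryos may each contribute and cannot be told apart, because 3 libraries per group leave the group means uncertain along it.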
